A study of Mus musculus with 7 samples.

How the data were processed

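RNA was measured in adrenal glands of C57BL/6J mice, an inbred laboratory strain, by RNA sequencing of total RNA. Per the labels' protocols, RNA was extracted with guanidinium thiocyanate and standard Illumina libraries were made. Each of the 7 libraries was made from 1 pool of glands, so no group had a replicate. The aligner, the genome build, the annotation, the counting program and its use of strand are not stated in the labels or the file header. For that reason no coordinates are given, and genes that share sequence with a near-identical copy or overlap another gene, such as the globin genes, are uncertain where reads could be split between them.

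The authors deposited 1 table of normalized counts for 35976 gene symbols in the 7 libraries, of which 8722 had no read in any library. The unit was worked out from the values, since the deposited table gives no description of the normalization. Every value in a column was a whole multiple of 1 step, with a largest deviation of 0.000237 reads, so the deposited values are whole read counts divided by 1 size factor per library. Size factors recomputed as the median ratio to the geometric mean over the 18040 genes with reads in all libraries differed from those of the table by a relative 4.21e-11 at most. Total reads assigned to genes ranged from 15184210 to 23551289 per library. The table pairs no identifiers with the symbols. Of the symbols, 32500 were found in a RefSeq gene table for GRCm38.p6, 1001 more as synonyms there, and 2475 were unmatched. That table was used for names only.

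Genes with a mean of at least 10 normalized counts over the 7 libraries were analysed, 16720 in all. Differences are on the log2(normalized count + 1) scale, which understates the change of genes with low counts. Differences between the sexes are male minus female, and differences between ages are later minus earlier. Models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparison of the sexes used the 6 postnatal libraries with age as a block, and the age comparisons used the same libraries with sex as a block. The sex difference at 12 weeks was also compared with the mean sex difference at P1 and 2 weeks, a fit that had 1 residual degree of freedom. Differences between 2 single libraries were described as counts of genes at least 2-fold apart, with no p-value. How many of these genes differed beyond counting error was found from exact binomial tails on the recovered reads, adjusted over genes. That compares the libraries, not the conditions, and covers counting error only, since reads without molecular identifiers are not independent molecules.

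Gene lists fixed before the data were examined covered cortical steroidogenesis, zona glomerulosa, the X-zone (an inner cortical layer of the mouse), chromaffin cells, cell cycle, imprinted growth genes, extracellular matrix, cholesterol synthesis, macrophages, immediate early genes, erythroid cells, adipocytes, kidney, liver, Y-linked genes, X-linked genes that escape silencing, and Xist. Lists for skeletal muscle, exocrine pancreas, neutrophils and Schwann cells were added after the data were seen. For each list the median log2 difference was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and a median outside the central 95% was taken to stand apart. Such a percentile describes these libraries and is not a test across animals. A level of 3 reads was taken as the floor, and a fold against a library at or under it is given as a lower bound. Where a list had such genes, its median was also computed from ratios without a pseudocount, with values under the floor raised to it.

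The genes named are members of the preset lists. Each limma comparison adds the 4 highest and 4 lowest past the threshold with at least 100 normalized counts in a compared library. In the sex and age comparisons these genes also had the same sign at all ages or in both sexes. In the fit that set the last sex difference against the earlier ones, they include genes whose sign changed between ages, such as Frzb. For single-library comparisons the genes named are the 4 highest and 4 lowest with at least 100 normalized counts. Other genes are named as chosen after their values were seen.

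The scripts were tested on simulated data in which about 200 genes were changed by 2 on the log2 scale. The sex fit recovered 96.5 to 97.5% of them. The age fits recovered 92.0 to 100.0%, and 2.62 to 9.13% of their calls were false. These simulations had dispersions of 0.01 and 0.05 and no differences in tissue content between pools. Changes by sex were alike at all ages, and changes by age were alike in both sexes. The real libraries were not so uniform, so these rates need not hold for them. The fit of the 12-week departure recovered 33.7 to 88.9%, and 20.2 to 37.6% of its calls were false, above the intended share. It was kept because it had been chosen before the data were examined, and its counts carry that limit. With vooma observation weights, an alternative chosen after seeing the data, its false calls were 13.2 to 16.1% of calls. The exact binomial step recovered 199 of 200 changed genes with 8 false calls among 16720. Among 40 unchanged random lists, 1 lay outside the central 95%.

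Alternatives were pseudocounts of 0.1 and 5, no filter on low genes and a mean of at least 50, scaling to equal totals and to equal upper quartiles, eBayes without a trend, other blocks, leaving out each library from the sex fit, other fold limits and other references for the sex-linked genes. Count models planned for the recovered reads were not run. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.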

Results

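Gene expression was measured in pooled adrenal glands of C57BL/6J mice at 4 ages. The libraries were E18.5 (40 glands, sex not determined), P1 male (16 glands), P1 female (22 glands), 2-week male and female (6 glands each) and 12-week male and female (4 glands each). E18.5 is a stage of embryonic development shortly before birth, and P1 is postnatal day 1. The labels give the same run and lane to all 7 libraries. Total reads in genes were 22886004 for E18.5, 23551289 for P1 male, 18470043 for P1 female, 21050036 for 2-week male, 22176281 for 2-week female, 15184210 for 12-week male and 19303708 for 12-week female. The 10 most abundant genes took from 10.5% (P1 male) to 19.6% (12-week male) of the reads. Each group had 1 library, so values below have no replicate error, and p-values come only from models that set sexes or ages against each other.

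The sex labels were checked first. Xist, the transcript of the silenced X chromosome, had 9782 normalized counts at E18.5, 22.1 in P1 male, 8103 in P1 female, 3.56 in 2-week male, 13671 in 2-week female, 5.59 in 12-week male and 22167 in 12-week female. The Y-linked gene Ddx3y had 2782 normalized counts in P1 male, 3793 in 2-week male and 4285 in 12-week male, against 1.76 in 2-week female and 1.13 in 12-week female. In the library labelled P1 female, however, Ddx3y had 604, Eif2s3y 242, Kdm5d 162 and Uty 265 normalized counts. The median over these 4 genes was 21.02% of the P1 male level (range 15.6 to 28.1%, SD 5.16), from 1153 reads. At 2 weeks and 12 weeks the corresponding medians were 0.0609% and 0.0132%. Every comparison with the library labelled P1 female therefore uses a library with Y-linked transcripts, whether it is set against P1 male or another age.

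**Figure D1:**
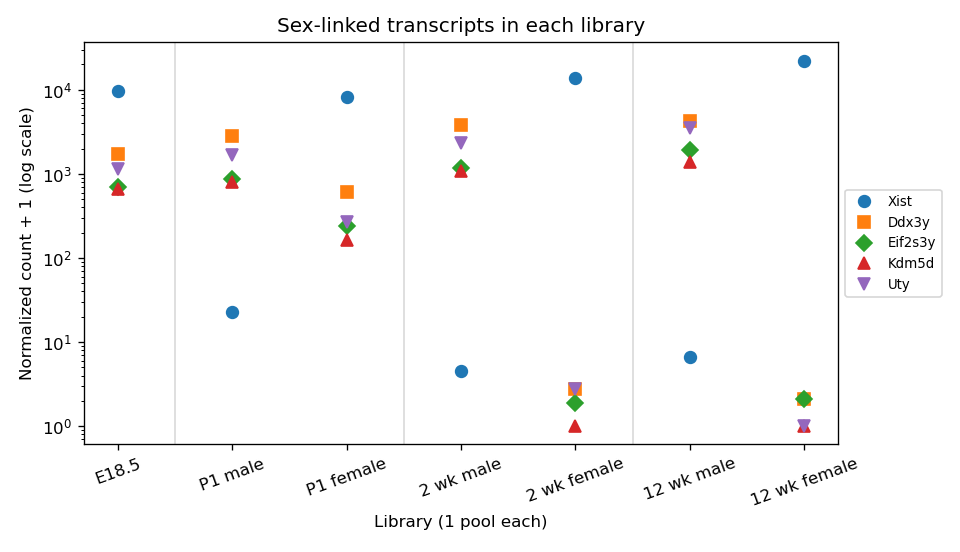
Normalized counts plus 1 (log scale) of Xist and 4 Y-linked genes, 1 point per gene in each of the 7 libraries. Y-linked genes lie at 162 to 604 normalized counts in the library labelled P1 female and at 1.76 or less in the 2-week and 12-week female libraries.

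The E18.5 pool was not sexed, and its male share was estimated from the same genes. The Y-linked genes were at a median of 74.4% of the P1 male level (range 62.7 to 82.6%, SD 9.77). Divided by the mean of the 3 male libraries the estimate was 50.7%. Xist in E18.5 was 120.7% of the P1 female value, which gives a share of -20.7% and so no usable estimate.

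Across genes, Pearson's r of log2 values between libraries was lowest between P1 female and 12-week male (0.790) and highest between 2-week male and 2-week female (0.980). Genes are not independent replicates. For the 2 libraries of one age, r was 0.971 at P1 and 0.973 at 12 weeks. Restricting to genes with a mean of at least 50 moved the lowest r most, to 0.709.

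Whether any gene differed by sex at all postnatal ages was tested with age as a block. Of 16720 genes, 1 passed an adjusted p of 0.05 in limma, and 521 had an unadjusted p under 0.05. It was Xist, lower in males by a log2 difference of -10.57 ± 0.603 (SE; adjusted p 0.0159; lower in males at 3 of 3 ages). Without the 2-week male library its adjusted p was 0.194, and without the 2-week female library 0.209. Leaving out the 12-week female library gave 51 genes, the alternative that moved the count most. The 4 Y-linked genes did not pass, although their log2 differences were 6.97 to 8.06 (adjusted p 0.999 in limma). Ddx3y differed by 2.20 at P1, against 10.42 at 2 weeks and 10.97 at 12 weeks. The fit thus misses large differences that vary between ages, and its count does not show how many genes differ by sex.

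Single ages were then described without a test. At P1, 627 genes were at least 2-fold higher in the male library and 507 in the library labelled P1 female, and 948 of these 1134 differed beyond counting error. At 2 weeks 95 were higher in males and 614 in females, with 446 of 709 beyond counting error. At 12 weeks 810 were higher in males and 666 in females, with 936 of 1476 beyond counting error. Without a filter on low genes the count at P1 rose to 4550, the largest change in proportion among the alternatives at the same fold limit over the 3 ages. Which sex had more genes at P1 depended on the setting, with 221 higher in males and 252 in females at a mean of at least 50, and 720 and 398 with equal totals. At 12 weeks it turned at 4-fold, with 128 and 148. Across genes, the sex difference at P1 had r = 0.081 (Spearman's rho -0.042) with that at 2 weeks and r = 0.014 (rho -0.028) with that at 12 weeks. Between 2 weeks and 12 weeks r was 0.103 (rho -0.002). These are 3 of 8 relations computed across genes.

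The largest differences at P1 were in LOC101056014, Xist, Pmp2 and Scn10a, higher in the library labelled P1 female, and in Prss3, Cela2a, Amy2a5 and Cela3b, higher in P1 male. Cela2a had 1263 normalized counts in P1 male and 7.73 in P1 female. At 2 weeks, Ngp had 1.78 normalized counts in males and 346.7 in females, Myom2 0.89 and 218.8, and Camp 0.00 and 121.8. At 12 weeks Akr1d1 had 5.59 normalized counts in males and 34772 in females, Akr1c18 2.80 and 773.9, and Ugt1a1 0.00 and 119.9. Akr1c18 was thus at least 184-fold and Ugt1a1 at least 28.6-fold higher in the female library. Srd5a2, Susd3 and Cyp2f2 were chosen after their values were seen. Srd5a2 had 34433 normalized counts in 12-week males and 1471 in females, against 476.8 and 508.2 at 2 weeks. Susd3 had 984.3 in 12-week males and 27.2 in females, and Cyp2f2 had 114.7 and 7451.

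To ask whether the sexes differ differently after puberty, the sex difference at 12 weeks was set against its mean at P1 and 2 weeks. In limma 264 genes passed an adjusted p of 0.05, 144 with a higher and 120 with a lower male-minus-female difference at 12 weeks. Of these, 237 were at least 2-fold apart at 12 weeks, 122 higher in males and 115 in females. In simulated data 20.2 to 37.6% of such calls were false. The error of this fit is the disagreement of the sex differences at P1 and 2 weeks, with 1 residual degree of freedom. It was moderated by a prior from all genes with a median of 18.4 degrees of freedom. The 12-week libraries add nothing to the error, so neither its SE nor its p-values measure variation between 12-week pools. The count fell to 0 without a trend in eBayes, and to 47 with upper-quartile scaling. The count rose to 367 with a pseudocount of 0.1 (214 higher, 153 lower). The more frequent direction turned with equal totals, with 33 higher and 50 lower. The largest negative departures were in Akr1d1 (-11.97 ± 0.312 log2 (SE)), Frzb (-7.25 ± 0.325), Akr1c18 (-6.49 ± 0.545) and Ugt1a1 (-6.22 ± 0.613). Frzb had 74.1 normalized counts in 12-week males and 8345 in 12-week females, and 3903 and 3748 at 2 weeks. The largest positive departures were in LOC101056014 (7.57 ± 1.12), Myoz2 (5.43 ± 1.06), Cyp3a11 (5.06 ± 0.430) and Trim10 (4.98 ± 1.07). Myoz2 was at or under the floor in both 12-week libraries, with 3 reads in males and 0 in females, so its 12-week difference comes from the pseudocount. Trim10 had 4 and 0 reads there. Cyp3a11 had 18 and 1, so its 12-week fold is a lower bound (at least 7.42). Myoz2, Trim10 and Cyp3a11 were higher in the 2-week female than in the 2-week male library. LOC101056014 ranged from 1473 normalized counts in P1 male to 524646 in P1 female.

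**Figure D2:**
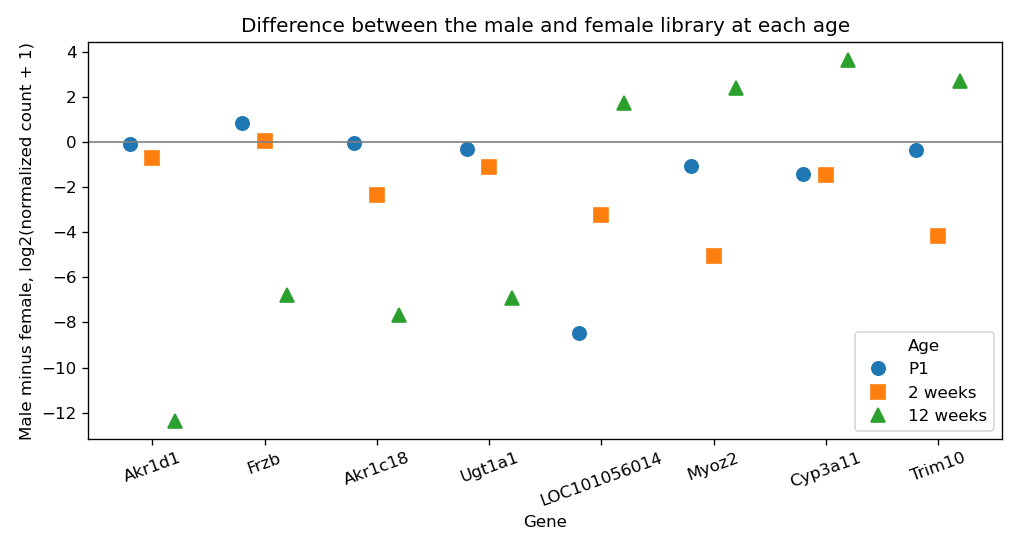
Male minus female difference, log2(normalized count + 1), for 8 genes whose sex difference at 12 weeks departed most from the earlier ages, with 1 point per age. Akr1d1, Frzb, Akr1c18 and Ugt1a1 lie lowest at 12 weeks, and the other genes lie below 0 at P1 and 2 weeks and above 0 at 12 weeks.

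Changes with age were tested with sex as a block. Between P1 and 2 weeks 2737 genes passed an adjusted p of 0.05 in limma, 985 higher and 1752 lower at 2 weeks. Between 2 weeks and 12 weeks 2557 passed, 903 higher and 1654 lower, and between P1 and 12 weeks 6881 passed, 2944 higher and 3937 lower. Testing all genes with a mean above 0 moved these counts most, to 0, 0 and 4691. Scaled to equal totals, the median of all genes moved to -0.20 (male) and -0.19 (female) log2 between 2 weeks and 12 weeks, and 647 genes were higher against 2515 lower. Across genes the age changes of males and females had r = 0.807 (rho 0.701) from P1 to 2 weeks, 0.720 (rho 0.673) from 2 weeks to 12 weeks and 0.871 (rho 0.795) from P1 to 12 weeks.

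From P1 to 2 weeks the largest rises were in Ucp1 (10.95 ± 0.618 log2 (SE), adjusted p 0.000874 in limma, higher in both sexes), Cfd, Otop1 and Adig. The largest falls were in Myh8 (-9.91 ± 0.520, adjusted p 0.000774, lower in both sexes), Afp, Actc1 and Myh3. From 2 weeks to 12 weeks Hephl1 (6.10 ± 0.842), Gm41969, Ptprq and Rhcg rose most, and Ces1c (-7.80 ± 0.377), Akr1c18, Ambp and Myh2 fell most. From P1 to 12 weeks Cfd, Retn, Ucp1 and Adrb3 rose and Myh3, Afp, Ckm and Myh8 fell. With no filter on low genes the 16 genes named for the first 2 steps no longer passed. Ucp1 and Cfd were members of the adipocyte list and Afp of the liver list. Lists of other tissues moved far with age, with skeletal muscle at -6.88 in males and -3.03 in females from P1 to 2 weeks. The age fits and their counts cannot tell a change within the adrenal gland from a change in the share of other tissue in the pools.

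Of 133 preset genes, adjusted over the list alone, 8 passed for sex, 34 for the 12-week departure, 79 from P1 to 2 weeks, 65 from 2 weeks to 12 weeks and 88 from P1 to 12 weeks. Adjusted over all genes tested the counts were 1, 15, 66, 57 and 84.

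E18.5 was compared with both P1 libraries without a test. It differed at least 2-fold the same way from both in 861 genes, 487 higher and 374 lower at P1. Both comparisons share the E18.5 library, and simulated unchanged libraries gave a median of 47.5 genes and at most 68. Their dispersion (0.0196) was taken from the median spread between the P1 libraries over abundant genes alone. Larger differences between pools are not in it, and the P1 libraries were themselves at least 2-fold apart in 1134 genes. The simulation therefore does not show how many of the 861 genes differ by pool content. Pck1 rose from 43.7 normalized counts to 3208 in P1 male and 3800 in P1 female. By the mean change to the P1 libraries, Try5, 2210010C04Rik and Cel also rose most, and 1520401A03Rik, Xist, 2010109I03Rik and Gm35280 fell most. Xist was not among the 861 genes, since it fell by 8.73 to P1 male and by 0.27 to P1 female on the log2 scale. Try5, 2210010C04Rik and Cel were far higher in P1 male than in P1 female.

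Among the preset lists, 113 medians lay outside the central 95% of random lists. The cortical steroidogenesis list fell from E18.5 to P1 (median log2 -0.48 in males, -1.22 in the library labelled P1 female). It was higher in P1 male than P1 female (0.77) and near 0 at 2 weeks (-0.01). Its median was lower in 12-week males (-0.35), with 5 genes higher and 7 lower. Zona glomerulosa and chromaffin lists were lower in P1 male than P1 female (-0.72 and -0.47). The X-zone list, of 3 genes, was lower in males at 2 weeks (-2.33) and at 12 weeks (-4.87). Pik3c2g and Akr1c18 were at or under the floor in 12-week males, and with values raised to the floor and no pseudocount the 12-week median was -2.75. The cell cycle list fell from 2 weeks to 12 weeks (-3.79 in males, -3.70 in females). The imprinted growth list fell from P1 to 2 weeks (-1.33 and -1.78) and from 2 weeks to 12 weeks (-1.19 and -1.20), and the matrix list fell too (-2.02 and -1.96, then -1.83 and -2.07). Cholesterol synthesis fell from E18.5 to P1 (-0.94 and -1.41). The macrophage list fell from P1 to 2 weeks (-0.94 and -1.15) and rose from 2 weeks to 12 weeks (1.69 and 1.33). Immediate early genes rose from P1 to 2 weeks (1.56 and 0.88). The X-linked genes that escape silencing were lower in males at P1 (-0.33, inside the random lists), 2 weeks (-0.43) and 12 weeks (-0.63).

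**Figure D3:**
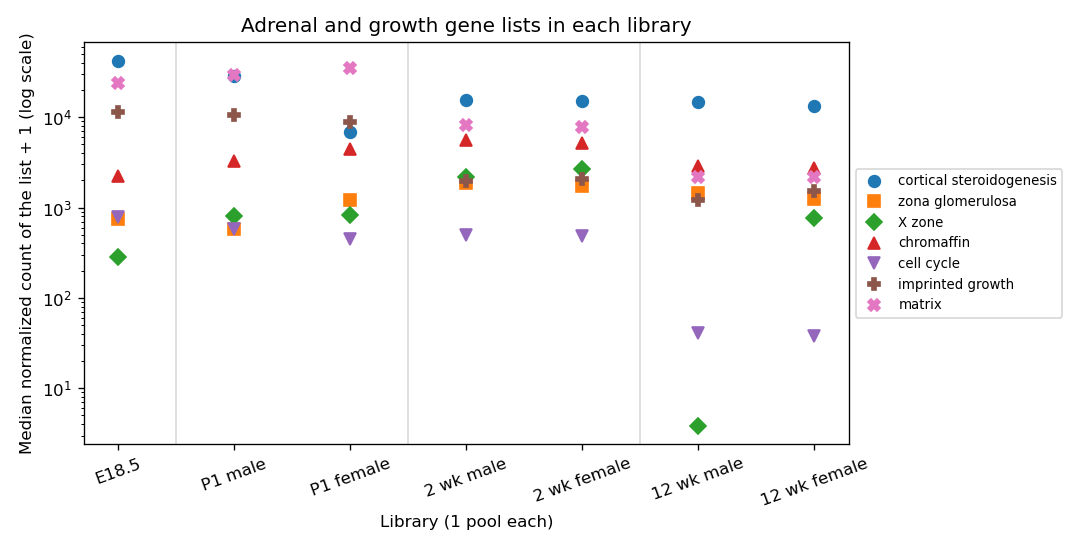
Median normalized count plus 1 (log scale) of 7 gene lists in each of the 7 libraries, 1 point per list. The cell cycle list lies at 443.7 to 781.4 up to 2 weeks and at 37.3 to 39.9 at 12 weeks.

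Lists of other tissues varied between libraries as well. Adipocyte genes rose from P1 to 2 weeks (7.02 in males, 5.25 in females). Kidney genes were higher in P1 male than P1 female (2.35), as were exocrine pancreas genes (5.93, a list chosen after the data were seen). Liver genes had a median of 18708 normalized counts at E18.5 and 20.97 or less at 12 weeks, and fell from P1 to 2 weeks (-4.52 and -2.99). At 2 weeks the male library was lower in skeletal muscle (-4.79), neutrophil (-5.68), erythroid (-1.44) and liver (-1.44) genes. Schwann cell genes were lower in P1 male than P1 female (-1.59). With values raised to the floor and no pseudocount, the medians were 7.14 for adipocytes in males from P1 to 2 weeks, 5.70 for exocrine pancreas and -1.60 for Schwann cells at P1, and -5.00 for neutrophils at 2 weeks.

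**Figure D4:**
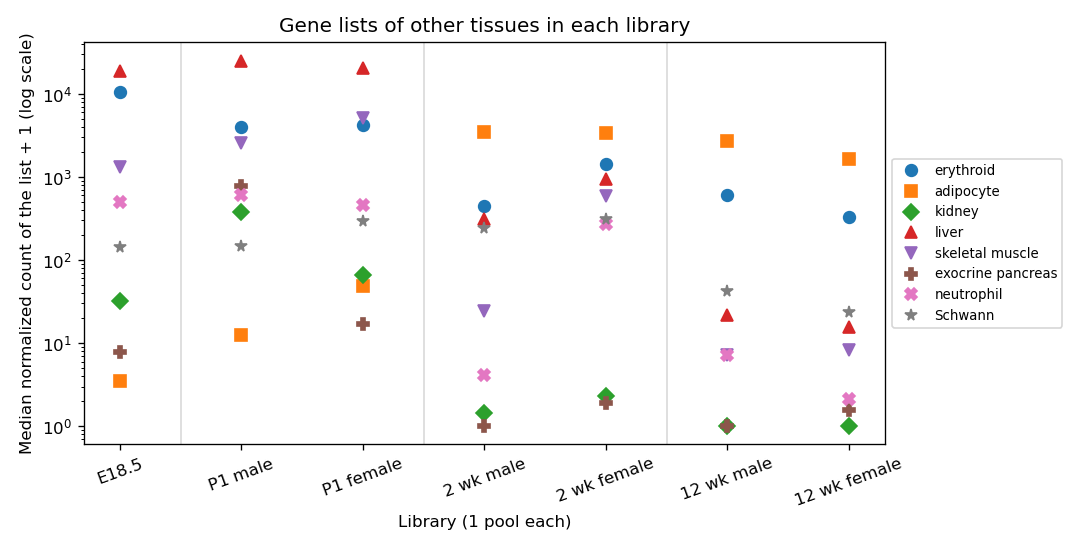
Median normalized count plus 1 (log scale) of 8 gene lists of other tissues in each of the 7 libraries, 1 point per list. Exocrine pancreas genes lie at 771.2 in P1 male and at 16.0 or less in every other library, and neutrophil genes lie at 3.11 in 2-week male and 267.8 in 2-week female.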

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

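All tests in this part were chosen after the results were seen. They were run on the same libraries, so what remains is a hypothesis at most.

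The sex difference at 12 weeks departed from that at P1 and 2 weeks in 264 genes, by a test of the difference itself. Akr1d1 departed by -11.97, Frzb by -7.25, Akr1c18 by -6.49, Ugt1a1 by -6.22, LOC101056014 by 7.57, Myoz2 by 5.43, Cyp3a11 by 5.06 and Trim10 by 4.98 (log2). Counting error at 12 weeks is argued against, since 235 of the 264 genes differed between the 12-week libraries beyond it. A difference only at the earlier ages is argued against for the set, since 27 were less than 2-fold apart at 12 weeks. Myoz2 was at or under the floor in both 12-week libraries (3 and 0 reads), which gives no 12-week difference, so its departure rests on the earlier ages (-5.05 log2 at 2 weeks). Trim10 had 4 and 0 reads at 12 weeks, and -4.18 log2 at 2 weeks. Cyp3a11 had 18 and 1 reads at 12 weeks, with -1.432 log2 at P1 and -1.455 at 2 weeks. Only 127 genes were under 1.5-fold apart at both earlier ages and at least 2-fold apart at 12 weeks. The fit gives too many false calls in simulation, 1 pool stands for each sex, and the library labelled P1 female holds Y-linked transcripts. A difference between the sexes after puberty and a difference between these pools both stay open.

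The cortical steroidogenesis list was higher in P1 male (0.77, 11 of 12 genes). Its median was lower in 12-week male (-0.35), with 5 genes higher and 7 lower. The chromaffin list was lower in P1 male (-0.47) and higher in 2-week male (0.15). These opposite directions were not tested. For P1, dilution of the P1 female library by other tissue is argued against as the whole source. The chromaffin list was higher there (-0.466, male minus female, 11 of 12 genes). A smaller share of cortex is argued against, since the zona glomerulosa list was higher there too (-0.719, 6 of 6 genes). Skeletal muscle (-0.923, 12 of 12 genes) and Schwann cell (-1.595, 7 of 7) lists were also higher in P1 female. Kidney genes were lower there (2.346, 8 of 8). Other tissue as a part, a change within the cortex, and sex stay open and untested.

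Other lists went opposite ways between ages, also untested. Cholesterol synthesis was 0.26 at P1, -0.23 at 2 weeks and 0.29 at 12 weeks, and immediate early genes were -0.52 at P1 and 0.59 at 12 weeks. Erythroid genes were -1.44 at 2 weeks and 1.32 at 12 weeks, adipocyte genes -2.56 (-2.05 with values raised to the floor and no pseudocount), -0.16 and 0.46 at the 3 ages, liver genes 0.57, -1.44 and 0.65, and neutrophil genes 0.59 at P1 and -5.68 at 2 weeks (-5.00 with values raised to the floor and no pseudocount). Different amounts of adjoining tissue or blood in each pool may contribute. At 2 weeks, where several of these lists were far from 0, the steroidogenesis list was at -0.009, with members going both ways, which decides nothing. Pool and sex cannot be told apart, because each sex has 1 pool per age.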

How the results depend on the processing

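Of 293 alternative values for 33 tested genes, 240 kept direction and side of the threshold, 53 kept direction only and 0 reversed. Of 288 list medians recomputed with other pseudocounts, 287 stayed outside the random lists. Of 7 medians whose list gained low members without a filter, 7 stayed outside, and the X-zone median from E18.5 to P1 in males moved inside, with the same members, once low genes joined the random lists. The 2 scalings shift all genes of a comparison alike, so they bear on a list's direction alone, and 0 of 288 medians reversed under them. For 24 genes without a test 126 of 139 values stayed within counting error.

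Testing all genes with a mean above 0 left 0 genes for sex (783 at an unadjusted p under 0.05), 0 for the 12-week departure (2138), 0 from P1 to 2 weeks (6431) and 0 from 2 weeks to 12 weeks (6036). Without a trend in eBayes the counts were 0 for sex (638), 0 for the departure (1393), 1672 from P1 to 2 weeks and 1661 from 2 weeks to 12 weeks. The cause was not tested. The sex count ranged from 0 to 51 genes across the 6 fits that each left out 1 library: 0 without 2-week male or 2-week female, 5 without P1 male or P1 female, 47 without 12-week male and 51 without 12-week female. The 0 counts had 655 and 669 genes at an unadjusted p under 0.05.

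The 264 genes of the 12-week departure were 94 with a pseudocount of 5 (41 higher, 53 lower), 83 with equal totals (33 and 50), 47 with equal upper quartiles (24 and 23) and 123 with vooma weights (51 and 72), which were chosen after seeing the data. Against 144 higher and 120 lower, the more frequent direction turned in 3 of these 4. It was kept with a pseudocount of 0.1, which raised the count to 367 (214 higher, 153 lower). It was also kept with a mean of at least 50, which gave 220 (119 and 101). With P1 as the age apart 0 genes passed (868 at an unadjusted p under 0.05), and with 2 weeks 0 (296). The cause was not tested.

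Scaled to equal totals, the calls from 2 weeks to 12 weeks were 647 higher and 2515 lower, against 903 and 1654. In males 1265 were higher and 2393 lower by at least 2-fold, against 1603 and 1929. With no filter on low genes the more frequent direction turned in males, with 3924 higher and 2970 lower. It did not turn in females, with 3198 and 3425.

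Fold counts changed with their limits by construction. With no filter on low genes they were 4550 at P1, 2331 at 2 weeks, 5215 at 12 weeks and 2157 for E18.5 against P1, and with a mean of at least 50 they were 473, 325, 814 and 411. At 1.5-fold they were 3206, 1684, 3746 and 2402, and at 4-fold 209, 185, 276 and 112. A pseudocount of 5 gave 455 at 2 weeks. The more frequent direction turned at P1 with a mean of at least 50 (221 higher in males, 252 in females), at 12 weeks at 4-fold (128 and 148) and for E18.5 against P1 with no filter (1039 higher and 1118 lower at P1).

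The male share of the E18.5 pool was 50.7% against the mean of the 3 male libraries and -20.7% from Xist. The Y-linked level of the library labelled P1 female was 15.8% against that mean, chosen after seeing the data. The lowest correlation was 0.709 over genes with a mean of at least 50. The cause was not tested.

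The labels give no replicate numbers, so libraries were matched through the age and sex blocks alone. Without the age block 1 gene passed for sex, and without the sex block 3107, 2977 and 7501 genes passed for the 3 age comparisons. The planned fits with count models on recovered reads were not run, although whole reads could be recovered, so how such models would change the counts is not known. Depth limits the folds of genes at or under 3 reads, which are lower bounds.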

Other observations

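All tests in this part were chosen after the results were seen. The rule that a library is argued against as a source where at least 3 abundant genes lie far under the level it would bring was also set after those counts were seen. It replaced a rule that asked for 20 genes, which none of the counts below reaches, because carried-over reads raise every gene of their source by the same share.

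The library labelled P1 female held Y-linked transcripts at 21.02% of the P1 male level, which equals 4.62 of its 22 glands. Reads or RNA carried over from another library would bring all of its abundant genes. For P1 male, 3 genes with at least 1000 normalized counts lay under 50% of the level needed, and all are pancreatic enzyme genes (Cela2a was at 0.612% where 15.6% was needed). For E18.5 there were 3 such genes (Ren1 at 2.64% where 23.03% was needed), for 2-week male 4 (Ucp1 at 0.125%, 11.3% needed) and for 12-week male 9 (Srd5a2 at 0.391%, 7.50% needed). These values argue against each library as the whole source, least firmly for P1 male, where the 3 genes mark 1 tissue. Glands of male pups in the pool may be a source. The female-to-male ratio of 4 X-linked genes was 1.257 at P1 (SD 0.143), 1.344 at 2 weeks (SD 0.161) and 1.55 at 12 weeks (SD 0.129). The ratio at P1 was the lowest of the 3, the direction male glands would give, and lay further below the 12-week ratio than the SD but within the SD of the 2-week ratio. It also differed between 2 weeks and 12 weeks, where the female libraries had almost no Y-linked transcripts, so it leaves this source open.

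At 2 weeks 614 genes were higher in the female and 95 in the male library. Counting error is argued against, since 446 of the 709 differed beyond it. Carry-over of the P1 female library is argued against by 9 abundant genes (Myh8 was at 0.177% where 5.65% was needed). Skeletal muscle in the 2-week female pool may contribute: 12 muscle genes had a median of -4.795, but the list was chosen because such genes differed, so this is no test. Acta1 had 2333 normalized counts in 2-week female and 48.9 in 2-week male, and Ckm 623.7 and 21.4. An earlier stage of the female pool is another candidate explanation. Of the 614 genes 79.8% were at least 2-fold higher at P1 than at 12 weeks, against 19.7% of all tested genes, but preset lists that fell from P1 to 2 weeks differed in how far apart the 2-week libraries were. Liver (-1.44, 7 of 7 genes), erythroid (-1.44, 7 of 7) and macrophage (-0.16, 8 of 10) lists were lower in 2-week male than in 2-week female, outside the random lists, as an earlier female stage would give. The matrix list fell by 2.02 in males and 1.96 in females and was at -0.08 between the sexes at 2 weeks. Imprinted growth genes fell by 1.33 and 1.78 and were at -0.09. Both small differences go the way an earlier stage would, inside the random lists. The cell cycle list barely moved from P1 to 2 weeks (-0.25 and -0.02), so its -0.03 at 2 weeks decides nothing. Some lists that rose from P1 to 2 weeks in both sexes went against an earlier female stage. X-zone (-2.33, 3 of 3 genes), adipocyte (-0.16, 5 of 7) and cholesterol synthesis (-0.23, 11 of 12) lists were lower in 2-week male. These medians lay outside the random lists. Zona glomerulosa genes also rose and were higher in 2-week male (0.13, 6 of 6), as an earlier stage would give, inside the random lists. The matrix and imprinted growth lists moved far less of their way back than the liver and erythroid lists, and no library between P1 and 2 weeks shows when each list falls. Muscle and other tissues also fall with age, so the 2 explanations cannot be told apart.

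Exocrine pancreas genes had a median of 771.2 normalized counts in P1 male. Carry-over from another library is argued against, since the highest median elsewhere was 16.01. Pancreas tissue in the P1 male pool stays open, and no biological explanation was tested.

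Across genes, P1 female minus P1 male had r = 0.237 (rho 0.188) with 2 weeks minus E18.5, against 0.033 for the same difference at 12 weeks. The P1 female pool may lie further along that course, but other tissues in the pools follow it as well, so pool content and stage cannot be told apart.

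The 3 male and 3 female postnatal libraries can be split 10 ways. Of these, 5 gave at least the 1 gene of the real split at an adjusted p under 0.05, and 10 splits cannot give a share under 0.05. All of the 5 but the real split part the sexes of 1 age only. With age as a block they estimate the sex difference at that age, and each fit enters with both signs. They are therefore no reference without a sex difference. Among the 4 splits that part the sexes of all 3 ages, the real split was the only one with a gene past the threshold.

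LOC101056014 had 1887 normalized counts at E18.5, 1473 in P1 male, 524646 in P1 female, 50405 in 2-week male, 468169 in 2-week female, 59165 in 12-week male and 17959 in 12-week female. It took 2.57% of the reads in P1 female. The symbol was not in the name table used here, and no explanation was tested.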
